A study of Rhodotorula toruloides with 18 samples.

How the data were processed

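Messenger RNA was profiled in the oleaginous (oil-storing) yeast Rhodotorula toruloides, strain IFO0880. The wild type strain carried a hygromycin resistance cassette at yku70, and the deletion strain carried in addition a nourseothricin resistance cassette at cbr1, per the labels' genotype field. Per the labels' protocols, cells grown overnight in rich medium at 28 degrees C were washed and moved to yeast nitrogen base of pH 6.2 with no carbon source, 1% succinate or 1% cellobiose. Cultures were kept for 8 h in constant light with shaking at 250 rpm before harvest. Libraries were made with poly-A enrichment and sequenced on an Illumina instrument, per the labels' protocols. The labels describe biological triplicates, which gives 18 libraries in 6 groups of 3.

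The deposited values are TPM (transcript abundances scaled to the same total in each library) for 8484 genes, made by the authors, with 1 column for each library. Each column summed to 1e+06. The aligner, the counting tool, the genome build, the annotation and the gene lengths behind the TPM are not given in the sources used here. TPM keeps no record of the number of reads, so the depth of each library is unknown and no limit that needs depth is given. Columns were matched to samples by the library names in the labels, and all 18 columns were matched. Of the gene identifiers, 0 matched the 8171 genes of the reference table, which describes strain NP11, so genes are named by identifier only. The planned tests of carbon metabolism gene lists and of the cbr1 transcript needed gene names and were not run.

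Values were transformed to log2(TPM + 1). The 7938 genes with a mean of at least 1 TPM over the 18 libraries were tested, and 546 were not. Differences on this scale understate the change of genes with low values. A linear model with 1 mean for each group was fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation that allowed a trend of the spread with the mean. All 18 libraries shared the estimate of the spread. There were 12 comparisons: the genotype effect (deletion minus wild type) in each medium and averaged over 3 media, the medium effects within each strain, and 3 interactions. A gene was called when limma's Benjamini-Hochberg adjusted p was under 0.05 and the absolute log2 difference was at least 1. The adjustment was made within each comparison. Every adjusted p printed comes from limma. With 3 libraries against 3, an exact permutation test on a gene cannot give a p under 0.1.

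The model was tested on simulated data with 200 genes changed by a log2 difference of 2 among 7938. The changed genes were drawn only from genes with higher mean values, and the noise was drawn independently for each gene. The shares below thus do not cover changed genes with low values or deviations common to all genes of a library. With equal spread in all groups, 93% of the changed genes were recovered for the genotype effect in cellobiose and 88% for the genotype effect in succinate. The shares of calls that were false were 5.58% and 6.38%, above the 5% of the threshold. Over the 6 comparisons simulated they ran from 1.64%, for the genotype effect in no carbon, to 6.77%. With the spread of each group as measured, the share of calls that were false was 0% for the genotype effect in cellobiose, 8.74% for that in no carbon, 9.42% for that in succinate, 11.5% for wild type cellobiose against no carbon and 19.9% for wild type succinate against no carbon. An early run stopped because of these false shares, after which the simulation with equal spread was made the criterion and the measured spread is reported as a limit. The shares came from 1 simulation for each comparison.

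Some comparisons use the same libraries on both sides, which gives shares and correlations other than 0 with no effect at all. For these, 100 data sets with no genotype effect were simulated. Each simulated library was its group mean plus the deviations of a library drawn at random, with a random sign, so that deviations common to all genes of a library were kept. For this purpose a simulation with independent noise for each gene was tried before and set aside because it understated such deviations. The test of the model above still rests on independent noise. Shares of genes are given with exact Clopper-Pearson 95% intervals. These treat genes as independent, which they are not.

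The genes named were chosen by a rule fixed before the data were examined. Since no names were paired with the identifiers, these were the 2 genes that rose most and the 2 that fell most in the genotype comparison in cellobiose. They had to be called, have a mean of at least 10 TPM in either group and have no overlap between the replicates of the strains. Other genes named were chosen after their values were seen, and each place says so.

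The comparisons, the model and the following alternatives were also fixed before the data were examined. These were pseudocounts of 0.1 and 5 TPM, no filter on low values, a mean of at least 10 TPM, median-ratio scaling, quantile normalization, a fit with only the groups compared, no trend in the moderation, array weights, the replicate number as a block, adjusted p alone, limma's treat test against a log2 difference of 1, and leaving out each library in turn. Leaving out the 10 most abundant genes, the replicate block in a fit with only the groups compared, and other ways of matching the libraries in that fit were chosen after seeing the data. The median share of a response retained was also added after seeing the data. Array weights did not converge, and the weights ranged from 0.0415 to 113, so counts under that setting rest on few libraries. Figures were drawn with matplotlib 3.10.9.

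The labels number the replicates 1 to 3 in every group without saying what a number stands for. Whether the numbers pair the libraries was checked for each comparison of 2 groups, by the correlation across genes of the deviations of same-numbered libraries from their group means. All 3 correlations were over 0.1 for the strains in no carbon (0.606, 0.236 and 0.686), for wild type succinate and no carbon (0.313, 0.149 and 0.240) and for the deletion strain on cellobiose and in no carbon (0.273, 0.110 and 0.374), and these were treated as paired. With 3 libraries in each group there are only 6 ways to match them, so such correlations can arise without shared handling. For the other 5 comparisons at least 1 correlation was under 0.1. The paired fit was tested on simulated data for the genotype effect in no carbon, with 200 of 7938 genes changed and with shared deviations as the model assumes. It recovered 99% of the changed genes, and 1.49% of its calls were false. The same fit without the block recovered 69%, with 0% false. In these simulations the deviations shared by same-numbered libraries were larger than each library's own noise, which was independent between genes. That pairing was stronger than the 3 correlations measured in no carbon. The recovered and false shares thus do not carry over to the fit of the data.

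Genes that separate the strains outside succinate were at first to be those with a 3-fold gap between strains in both no carbon and cellobiose, which gave 1 gene. The rule was then relaxed to no overlap and a mean log2 difference of at least 1 in both media, which gave 75 genes. The results of both rules are given.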

Results

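The transcriptome of R. toruloides was measured in the wild type and in the cbr1 deletion strain after 8 h without carbon, on 1% succinate or on 1% cellobiose. Cellobiose is a disaccharide of glucose and succinate is a dicarboxylic acid. The series concerns the control of carbon source use and of carbon catabolite repression by a transcription factor. Each of the 6 groups held 3 libraries, and each library gave a TPM value for 8484 genes. The number of reads was unknown. Of the 8484 genes, 21 were listed at 0 in every library, and between 149 and 246 genes were listed at 0 in a given library.

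Replicates were compared by Pearson's r of log2(TPM + 1) across the 7938 tested genes, which are not independent replicates. The median r was 0.958 over pairs within groups and 0.857 over the 135 pairs between groups. The range within groups ran from 0.978 to 0.991 in the deletion strain on cellobiose and from 0.913 to 0.982 in the wild type on succinate. Between groups it ran from 0.729 to 0.987, so the groups were not fully separated. The most similar pair from different groups was replicate 3 of the deletion strain on succinate and replicate 2 of the wild type on succinate, with r = 0.987. The highest r of that deletion library with its own group was 0.954. No pair of libraries held identical values. The typical spread between replicates on the log2 scale was 0.614 in the wild type without carbon and 0.278 in the deletion strain on cellobiose.

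The median TPM of a library, which falls when a few genes take more of the total, ranged from 13.9 in replicate 3 of the wild type on succinate to 38.5 in replicate 1 of the deletion strain without carbon. The 10 most abundant genes of a library took between 8.37% and 19.1% of its TPM. The first principal component held 49.9% of the variance and the next held 24.6%.

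**Figure D1:**
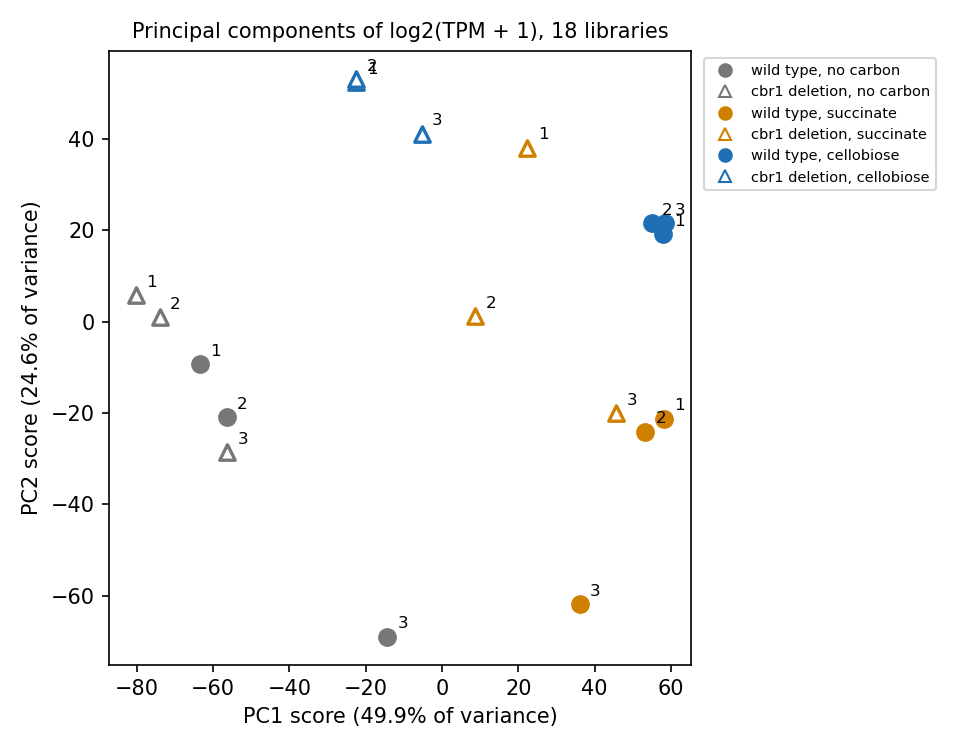
Scores of the 18 libraries on the first 2 principal components of log2(TPM + 1), with the percentage of variance on each axis; filled circles are wild type, open triangles are the cbr1 deletion strain, colours give the medium and digits the replicate. The deletion libraries on cellobiose lie apart from the wild type libraries on cellobiose, while replicate 3 of the deletion strain on succinate lies beside wild type replicates 1 and 2 on succinate.

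The effect of cellobiose in the wild type was measured against the medium without carbon. With limma, 2445 genes were called, of which 697 were higher and 1748 lower on cellobiose. The setting that moved this count most was limma's treat test against a log2 difference of 1, which called 717 genes. The median log2 difference over all tested genes was -0.13, and median-ratio scaling brought it to 0.02. Under that scaling 978 genes were higher and 1517 lower, and under quantile normalization 1124 were higher and 1085 lower. The balance of directions in TPM thus depended on the scaling.

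On succinate, 234 genes were called higher and 2191 lower than without carbon in the wild type, 2425 in all. The median over all tested genes was -0.59 in TPM and -0.02 after median-ratio scaling, under which 693 genes were higher and 942 lower. Quantile normalization gave 733 higher and 816 lower. Of the genes called on succinate, 1595 were called in the same direction on cellobiose (171 higher and 1424 lower) and 8 in the opposite direction. Across genes the responses to cellobiose and succinate had r = 0.82. They share the libraries without carbon. Simulations with no response to either medium, only the spread between libraries, had a mean r of 0.507 and at most 0.91. With no response simulated, their 0 shared calls carry no information. The simulations do not show what r unrelated responses would give.

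Cellobiose against succinate in the wild type gave 802 called genes, of which 590 were higher and 212 lower on cellobiose. The median over all genes was 0.43. After median-ratio scaling 113 were higher and 380 lower, and after quantile normalization 115 were higher and 217 lower, so the majority changed sides. The count also depended on single libraries. It was 230 without wild type replicate 3 on succinate, 248 without wild type replicate 2 on cellobiose and 461 without wild type replicate 1 on cellobiose.

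In the deletion strain, 1370 genes were called between cellobiose and no carbon (367 higher and 1003 lower). Between succinate and no carbon, 2281 were called (539 higher and 1742 lower). The medians over all genes were -0.21 and -0.39. Median-ratio scaling gave 512 higher and 733 lower for cellobiose and 842 higher and 987 lower for succinate. Quantile normalization gave 700 higher and 708 lower for cellobiose and 927 higher and 938 lower for succinate. Of the genes called in the deletion strain, 972 on cellobiose and 1708 on succinate were also called in the wild type in the same direction. In the opposite direction there were 5 and 0.

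The effect of the cbr1 deletion was then measured within each medium. On cellobiose 2305 genes were called, of which 1579 were higher and 726 lower in the deletion strain. The treat test moved this count most and called 302. The median over all tested genes was 0.22. After median-ratio scaling the count was 2224, with 1162 higher and 1062 lower, and 1873 of these were called in the same direction in TPM. After quantile normalization 948 were higher and 923 lower. Leaving out each of the 6 libraries in turn gave between 1792 and 2250 genes. The replicates of the strains did not overlap for 4745 of the 7938 genes (59.8%), against 10% by chance.

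Genes RTO4_11260 and RTO4_9847 rose most in the deletion strain on cellobiose. RTO4_11260 was at 2.97 ± 0.352 TPM in the wild type and 409 ± 301 TPM in the deletion strain (SD, n = 3), a log2 difference of 6.14 ± 1.04 (SE; limma adjusted p = 2.01e-04). The deletion libraries held 553, 611 and 63.3 TPM. RTO4_9847 was at 6.95 ± 9.67 and 284 ± 40.2 TPM (SD, n = 3), a log2 difference of 5.90 ± 0.64 (SE; limma adjusted p = 6.4e-06). Genes RTO4_13771 and RTO4_16717 fell most. RTO4_13771 was at 205 ± 110 TPM in the wild type and 4.84 ± 0.611 TPM in the deletion strain (SD, n = 3), a log2 difference of -4.96 ± 0.55 (SE; limma adjusted p = 7.73e-06). RTO4_16717 was at 1044 ± 402 and 52.7 ± 19.6 TPM (SD, n = 3), a log2 difference of -4.25 ± 0.66 (SE; limma adjusted p = 9.53e-05). For each of the 4 genes all 3 deletion libraries lay on the same side of all 3 wild type libraries. All 4 were called under every alternative run on single genes, leaving out each library included.

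On succinate 3 genes were called, 1 higher and 2 lower in the deletion strain, and 2149 genes had an unadjusted p under 0.05. The median over all tested genes was 0.47, and the replicates did not overlap for 2435 genes (30.7%, 10% by chance). The count rested on 1 library. Without replicate 3 of the deletion strain on succinate, 1093 genes were called, of which 1041 were higher and 52 lower. Without wild type replicate 3 on succinate there were 5. The 3 genes, named after their values were seen, were RTO4_13588, RTO4_13825 and RTO4_9846. RTO4_13588 was at 24.5 ± 6.50 TPM in the wild type and 1.85 ± 0.163 TPM in the deletion strain (SD, n = 3; limma adjusted p = 3.55e-05). RTO4_13825 was at 38.2 ± 25.2 and 1.81 ± 0.297 TPM (SD, n = 3; limma adjusted p = 0.00199). RTO4_9846 was at 2.99 ± 2.06 and 29.9 ± 9.99 TPM (SD, n = 3; limma adjusted p = 0.0312). The call of RTO4_9846 was lost under several alternatives, among them median-ratio scaling (limma adjusted p = 0.0925).

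Without carbon 6 genes were called, 1 higher and 5 lower in the deletion strain, and 754 had an unadjusted p under 0.05. Same-numbered libraries of the strains deviated together in this medium. With the replicate number as a block in a fit of these 6 libraries alone, a fit chosen after seeing the data, 283 genes were called, 155 higher and 128 lower, and 2836 had an unadjusted p under 0.05. The same fit without the block called 2. The block over all 18 libraries called 6, so the number of genes changed without carbon depended on the model. In the fit of 6 libraries, matching wild type replicates 1 and 2 to deletion replicates 2 and 1 called 229, and the other 4 ways of matching called 2 to 43. The large count thus does not single out the numbering of replicates 1 and 2. The replicates did not overlap for 646 genes (8.14%). The 10% that chance gives holds for unpaired libraries and was not applied here. The count was 13 without wild type replicate 1, 3 without wild type replicate 2, 2 without deletion replicate 1 or 2, and 23 without deletion replicate 3. RTO4_13588, chosen after its values were seen, was the only gene called in all 3 media; with the block in no carbon there were 3. Its log2 difference was -3.19 without carbon, -3.13 on succinate and -3.39 on cellobiose, each ± 0.32 (SE).

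Averaged over the 3 media, 749 genes were called, 647 higher and 102 lower in the deletion strain. Median-ratio scaling gave 247 higher and 322 lower, so the majority changed sides, and quantile normalization gave 260 higher and 250 lower. Calls shared between media numbered 3 for no carbon and cellobiose, 3 for succinate and cellobiose and 1 for no carbon and succinate. The count for succinate and cellobiose was 498 without replicate 3 of the deletion strain on succinate. With a library left out, the counts with no carbon ran from 1 to 9 for cellobiose and 1 to 3 for succinate. With the block in no carbon the shared calls were 167 for no carbon and cellobiose and 3 for no carbon and succinate. Across genes, the genotype effects of no carbon and cellobiose had r = 0.54, those of no carbon and succinate 0.47 and those of succinate and cellobiose 0.41. The last depended on single libraries and ran from 0.22 without wild type replicate 1 on succinate to 0.62 without wild type replicate 3 on succinate. All 3 lay within the ranges simulated with no genotype effect, whose highest values were 0.769, 0.787 and 0.844. The simulations drew the deviations of each library separately and so ignored the pairing in no carbon, which limits the ranges for the 2 correlations with that medium.

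Whether the genotype effect differed between media was tested by interaction. Between cellobiose and no carbon the effect differed for 264 genes (168 with a more positive effect on cellobiose and 96 with a more negative one). Between cellobiose and succinate it differed for 623 genes (203 and 420). After median-ratio scaling these counts were 887 (533 and 354) and 1147 (659 and 488). Quantile normalization gave 491 (228 and 263) and 759 (352 and 407). The replicate number as a block over all 18 libraries gave 579 (374 and 205) and 1223 (409 and 814). That block also matches the strains on cellobiose and on succinate, where the libraries share only a number. Between succinate and no carbon 0 genes were called by limma, 459 had an unadjusted p under 0.05, and limma with array weights called 1068. The count of 0 became 7 without wild type replicate 1 in no carbon and 3 without wild type replicate 3 on succinate. Both nonzero counts depended on single libraries. Leaving out deletion replicates 1, 2 and 3 on cellobiose in turn changed the 264 to 54, 134 and 145 and the 623 to 166, 348 and 374. Without wild type replicates 1 and 2 on cellobiose they became 105 and 115, and 328 and 293. In no carbon, the 264 became 129, 107 and 147 without deletion replicates 1, 2 and 3, 74 without wild type replicate 2 and 856 without wild type replicate 3. Without wild type replicate 3 on succinate the 623 became 276.

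**Figure D2:**
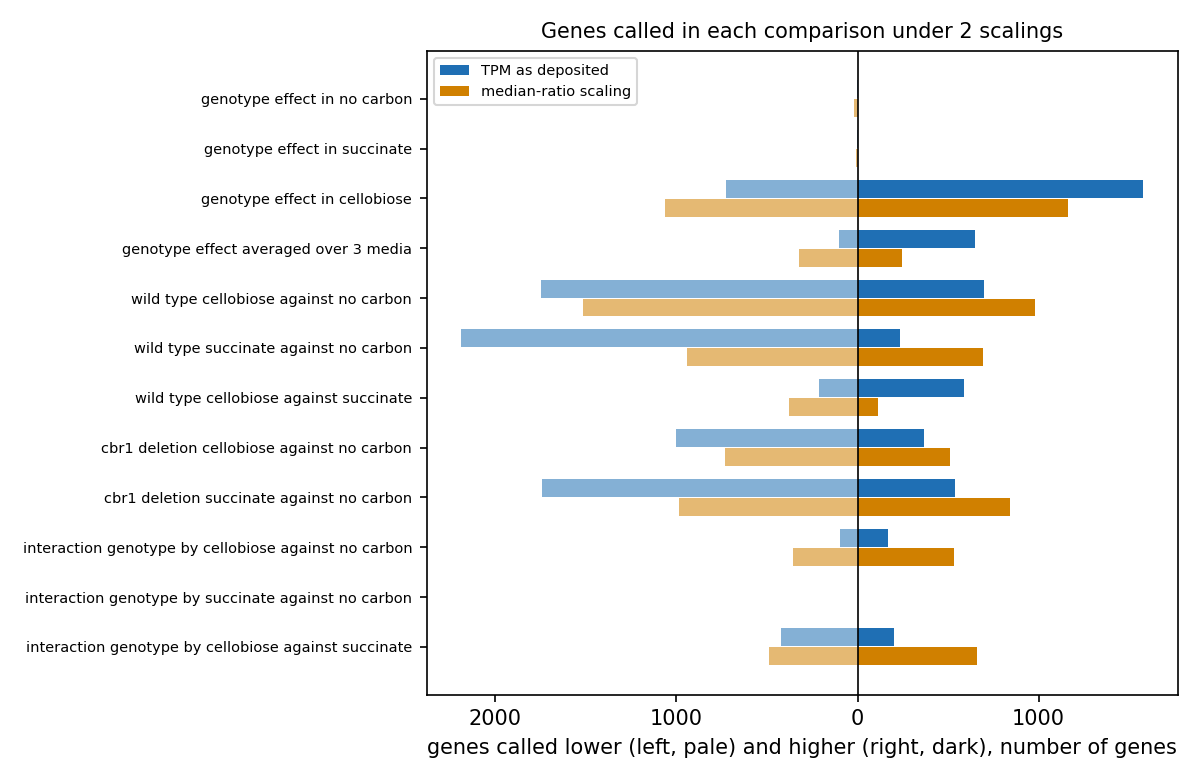
Number of genes called by limma in each of the 12 comparisons, with genes called lower to the left of 0 and genes called higher to the right, for TPM as deposited (blue) and after median-ratio scaling (orange). The genotype effect on cellobiose shows 1579 genes higher and 726 lower in TPM and 1162 and 1062 after scaling, against 6 genes without carbon and 3 on succinate in TPM without a block.

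The genes called for each carbon response in the wild type were checked for a genotype effect in the same medium. The deletion libraries without carbon do not enter these shares. A gene shifted alike in both media is thus counted, though its response is unchanged. Whether the response itself differed between strains is the question of the interaction above. Of the 697 genes that cellobiose raised in the wild type, 321 (46.1%, exact 95% interval 42.3 to 49.8) were called lower in the deletion strain on cellobiose. Of the 1748 genes that cellobiose lowered, 881 (50.4%, 48.0 to 52.8) were called higher. The same wild type libraries on cellobiose enter both sides of these shares. Simulations with no genotype effect called at most 1 gene on cellobiose and so could not show how far this raises the shares. Across all tested genes the genotype effect on cellobiose had r = -0.60 with the wild type response to cellobiose, within the -0.72 to 0.55 simulated with no genotype effect. Of the 234 genes that succinate raised, 0 were called lower in the deletion strain on succinate (upper exact limit 1.56%), and of the 2191 that it lowered 1 was called higher (0.0456%). The simulated shares for succinate reached 9.48% and 9.03%. Without replicate 3 of the deletion strain on succinate the observed shares were 7.44% and 22.7%.

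The median share of the wild type response that the deletion strain retained was 49.8% for cellobiose and 87.0% for succinate. Simulations with no genotype effect gave 49.3% to 114% for cellobiose, with a mean of 91.0%, and 52.0% to 130% for succinate, with a mean of 92.0%. Both medians thus lay within the simulated ranges, the one for cellobiose close to the lowest of the simulated values. These simulations also drew the deviations of each library separately and so ignored the pairing in no carbon. That limits both ranges. Without wild type replicate 3 in no carbon the medians were 43.9% and 69.3%.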

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

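The counts of splits and the comparison with an equal genotype effect were planned before their results were seen. Other scalings and leaving out each library were alternatives fixed before the data were examined. Their use as tests of these results was chosen after the result was seen. Leaving out the most abundant genes was itself chosen then. So were the look at which splits gave as many genes and the library pairs not used to choose the genes.

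The genotype effect differed between cellobiose and no carbon for 264 genes and between cellobiose and succinate for 623 genes, by limma's interaction term. Among 100 splits of the libraries within each medium, the labelled one included, 11 gave as many genes as the 264 and 12 gave as many as the 623, so this test does not exclude chance. It says little about the interaction, however. All of these 11 and 12 splits kept the strains apart on cellobiose, so the genotype effect of that medium alone gives large counts, and the test cannot decide whether the effect differs between media. The labelled count was the lowest of the 11 splits that kept cellobiose for no carbon and ranked 12 of 15 for succinate, and the largest splits gave 2811 and 2883 genes. The interaction was thus mostly smaller with the strains as labelled in the other medium than with them mixed or exchanged there, which a genotype effect partly shared by the media would give. The splits that mixed the strains on cellobiose gave at most 1 gene for cellobiose against no carbon and 0 for cellobiose against succinate.

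For the difference between cellobiose and no carbon, a shift of all genes between libraries was argued against by median-ratio scaling, after which 887 genes were called, 252 of the 264 among them in the same direction. Without the 10 most abundant genes 335 were called, including all 264, which argues against a few genes taking a changing share of the total. Leaving out each of the 12 libraries in turn left at least 54 genes, so some genes were called whichever library was absent. The count does not say whether these genes were among the 264. The low value of 54, without replicate 1 of the deletion strain on cellobiose, is far below 264. Without wild type replicate 3 in no carbon 856 were called. An equal effect hidden by the spread between libraries was tested next. Over the genes called on cellobiose, the median effect in no carbon was 30.7% of that on cellobiose. For single pairs of a wild type and a deletion library it ran from -5.88% to 76.6%. The 3 pairs with wild type replicate 3 gave 76.6%, 70.5% and 42.9%, and the others at most 27.2%. The pairs with the same number, treated as paired in this medium, gave 22.5%, 22.0% and 42.9%, so the highest values came from pairs with different numbers. Simulations of an equal effect gave 51.5% to 133%, but they rest on deviations pooled over all groups, while the wild type libraries in no carbon varied most, and the genes were chosen on cellobiose. When the genes and the cellobiose effect were taken without 1 wild type and 1 deletion library on cellobiose, the pair left out gave 76.0% to 105% over the 9 choices. The pairs in no carbon then gave at most 73.2%, and those with the same number 18.4% to 41.2%. An equal effect is thus argued against, by a narrow margin over all pairs. With 3 libraries in each group, a dependence of the genotype effect on the medium may be biological or may come from the cultures in no carbon.

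For the difference between cellobiose and succinate, 1147 genes were called after median-ratio scaling, 559 of the 623 among them, and 714 without the 10 most abundant genes, 619 of the 623 among them. Both argue against composition as the whole cause. Whichever library was left out, at least 166 genes were called. That value was without replicate 1 of the deletion strain on cellobiose, and 276 were called without wild type replicate 3 on succinate. The median effect on succinate was 29.1% of that on cellobiose, against 50.7% to 127% in simulations of an equal effect with the same limits. For single pairs of a wild type and a deletion library on succinate the median ran from -1.68% to 54.2%, and the 3 pairs with replicate 3 of the deletion strain gave -1.68%, 6.72% and 15.7%. With the genes chosen without the cellobiose pair, the pairs on succinate gave at most 50.5%, against at least 76.0% for the cellobiose pairs left out, which argues against an equal effect hidden by the spread. On succinate, deletion replicate 1 lay near the cellobiose libraries and replicate 3 near the wild type, so a weaker genotype effect on succinate is a hypothesis only. GC content, gene length, shared reads and sequencing batches were not tested, since no gene models or batches are given in the sources used here.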

How the results depend on the processing

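Leaving out the 10 most abundant genes and the block in a fit with only the groups compared were chosen after seeing the data; the other alternatives were planned. The cause of a change was not tested unless stated. No call of a named gene reversed. Of the counts, shares, overlaps, correlations and retained shares under alternatives that keep all libraries, 230 stayed within their limits and 98 moved. When a library was left out, 176 stayed and 76 moved. For counts of genes the limit was a change of over 1.5 times. The other results had other limits, so these totals do not measure stability on 1 scale. Under quantile normalization an r that went from 0.54 to 0.57 counted as moved. Another that went from 0.41 to 0.50 counted as within its limits. The fit without trend and the fit without the 10 most abundant genes moved none of the comparisons below.

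A pseudocount of 0.1 TPM gave 1 genotype call in no carbon and 1 shared by no carbon and cellobiose. The share of cellobiose-lowered genes called higher in the deletion strain became 57.5%, that of succinate-lowered genes 0%, and the retained cellobiose response 46.1%. A pseudocount of 5 TPM gave 5 genotype calls on succinate, 405 averaged over media and 1 for the interaction of succinate with no carbon. The cellobiose-lowered share was 37.3% and the retained cellobiose response 54.7%. Overlaps were 3 for no carbon and succinate, 5 for succinate and cellobiose and 3 for all media. On cellobiose, 2289 of the 2522 calls at 0.1 TPM and 1548 of the 1555 at 5 TPM were also called with 1 TPM, and none was opposite.

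Without a filter on low values the overlap of no carbon and succinate was 2 and the succinate-lowered share 0%. With a mean of at least 10 TPM, which tests fewer genes, the genotype calls were 1 in no carbon and 6 on succinate, the interaction of cellobiose with no carbon had 158, and the overlaps were 1 for no carbon and cellobiose and 6 for succinate and cellobiose.

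Median-ratio scaling, which by construction removes the median shift, gave genotype calls of 19 in no carbon and 6 on succinate, 493 for wild type cellobiose against succinate, and interactions of 887 and 1147 for cellobiose with no carbon and with succinate. The cellobiose-induced share was 55.5%, the cellobiose-lowered share 43.2% and the succinate-lowered share 0%. Overlaps were 2 for no carbon and succinate, 13 for no carbon and cellobiose and 5 for succinate and cellobiose. Retained responses were 43.0% for cellobiose and 97.6% for succinate. Quantile normalization gave 32 genotype calls in no carbon, 1549 for wild type succinate against no carbon, 332 for wild type cellobiose against succinate and 491 for the interaction of cellobiose with no carbon. The cellobiose-lowered share was 37.0% and the succinate-lowered share 0%. Overlaps were 4 for no carbon and succinate, 21 for no carbon and cellobiose and 4 for all media. Retained responses were 53.6% and 100.7%, and the r of the genotype effect was 0.57 for no carbon and cellobiose.

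A fit with only the groups compared gave genotype calls of 2 in no carbon and 5 on succinate, 419 for wild type cellobiose against succinate and 656 for the interaction of cellobiose with no carbon. The cellobiose-induced share was 50.1%, and overlaps were 1 for no carbon and cellobiose and 5 for succinate and cellobiose. Array weights, which did not converge, gave genotype calls of 342 in no carbon and 1118 on succinate. The interactions were 2033 for cellobiose with no carbon, 1068 for succinate with no carbon and 1862 for cellobiose with succinate. The shares were 57.1% cellobiose-induced, 53.4% cellobiose-lowered, 20.1% succinate-induced and 29.6% succinate-lowered. Overlaps were 64 for no carbon and succinate, 153 for no carbon and cellobiose, 666 for succinate and cellobiose and 50 for all media, and retained responses were 46.2% and 66.7%. The r of the genotype effect was 0.45 for no carbon and cellobiose, 0.31 for no carbon and succinate and 0.56 for succinate and cellobiose.

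The labels number replicates 1 to 3 in every group, so the replicate number was also fitted as a replicate block. Deviations from the group means correlated above 0.1 in 23 of 45 pairs of libraries with the same number (median 0.110) and in 17 of 90 with different numbers (median -0.0235), so same-numbered libraries deviated together more often, but not in every pair of groups. In the 3 comparisons treated as paired, the block in a fit of only the groups compared called 283 genes for the genotype effect in no carbon, which also moved its overlaps to 167 with cellobiose, 3 with succinate and 3 for all media. It called 2283 for wild type succinate and 1564 for deletion strain cellobiose against no carbon, neither moved by over 1.5 times. All 6 genes called in no carbon without the block stayed called. In the remaining comparisons, the strains on succinate among them (0.0839, -0.345 and -0.321), the libraries share only a number. In a fit of the succinate libraries alone, the block as numbered called 0 genes for the genotype effect on succinate. Matching wild type replicates 1 and 2 to deletion replicates 2 and 1 also called 0, and the remaining ways of matching called 92 to 221. The 0 thus depended on the matching. With the block over all 18 libraries there were 453 genotype calls on succinate (429 higher and 24 lower). That block gave 579 for the interaction of cellobiose with no carbon and 1223 for that of cellobiose with succinate. The succinate-induced share was 2.45% and the succinate-lowered share 10.2%. Overlaps were 2 for no carbon and succinate, 300 for succinate and cellobiose and 2 for all media.

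Adjusted p alone called 3211 genes for the averaged genotype effect and gave a cellobiose-lowered share of 54.3%. The treat test asks for evidence of a log2 difference above 1 and called fewer genes by construction. The genotype calls were 2 in no carbon, 1 on succinate, 302 on cellobiose and 8 averaged. The wild type calls were 717 for cellobiose and 394 for succinate against no carbon and 27 for cellobiose against succinate. The deletion strain had 311 for cellobiose and 484 for succinate, and the interactions with cellobiose had 2 for no carbon and 4 for succinate. The shares were 18.9% cellobiose-induced, 16.7% cellobiose-lowered and 0% succinate-lowered, the overlaps 1 for no carbon and cellobiose and 1 for succinate and cellobiose, and the retained cellobiose response 59.3%.

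Leaving out each library in turn gave these ranges. The genotype effect called 2 to 23 genes in no carbon, 2 to 1093 on succinate, 1792 to 2250 on cellobiose and 536 to 960 averaged. The highest value on succinate was without replicate 3 of the deletion strain. Wild type counts ran from 2169 to 2793 for cellobiose against no carbon, 1753 to 3545 for succinate against no carbon and 230 to 1171 for cellobiose against succinate. In the deletion strain they ran from 1068 to 1382 for cellobiose and 1830 to 2537 for succinate. The interactions ran from 54 to 856 for cellobiose with no carbon, 0 to 7 for succinate with no carbon and 166 to 895 for cellobiose with succinate. The shares ran from 39.9% to 47.2% (cellobiose-induced), 43.6% to 51.4% (cellobiose-lowered), 0% to 7.44% (succinate-induced) and 0% to 22.7% (succinate-lowered). Overlaps ran from 1 to 3 for no carbon and succinate, 1 to 9 for no carbon and cellobiose, 2 to 498 for succinate and cellobiose and 1 to 3 for all media. The r of the genotype effect across genes ran from 0.48 to 0.56 for no carbon and cellobiose, 0.36 to 0.48 for no carbon and succinate and 0.22 to 0.62 for succinate and cellobiose. Retained responses ran from 43.9% to 53.7% for cellobiose and 69.3% to 95.7% for succinate. The depth of the libraries is unknown, so what it limits could not be assessed. The gene list tests and the test of the cbr1 transcript were not run.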

Other observations

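The splits of the libraries and the test for wild type RNA in a deletion library were planned before their results were seen; the tests of labels and of the medium, of the splits that keep the strains apart on cellobiose, of the replicate numbers, of RTO4_13588 and of neighbouring genes were chosen after the result was seen.

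Other splits of the same libraries bear on each count of called genes. With 3 libraries against 3 there are 10 splits, so a count of splits cannot exclude chance at 5% for these comparisons whatever the values. The labelled split was the only 1 of 10 to give as many genes for the genotype effect on cellobiose, for the 3 wild type medium comparisons and for both deletion strain comparisons. For the genotype effect on cellobiose the largest other split gave 0 genes, and 100 simulations with no genotype effect gave at most 1 gene, against 2305. For the genotype effect in no carbon 2 of the 10 splits gave as many genes as the labelled 6, and the other gave 130. That other split separated the strains for only 1 of the 3 replicate numbers; among the 4 splits that separate them for all 3 numbers, only the labelled 1 gave as many. For succinate 2 of 10 gave as many as the labelled 3. For the averaged genotype effect 1 of 100 splits, the labelled one, gave 749 genes, and the largest other gave 639, so chance was excluded at 5%. That exclusion rests on cellobiose, however. The splits that mixed the strains on cellobiose all gave 0 genes, and the labelled split was the largest of only 10 that kept them apart there, so the test says little about an effect common to the media. For the interaction of succinate with no carbon 100 of 100 gave at least the labelled 0.

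On succinate, the split that gave 419 genes set wild type replicates 1 and 2 with deletion replicate 3 against wild type replicate 3 with deletion replicates 1 and 2. Deletion replicate 3 lay at 82.4% of the way from its own group's other libraries to the wild type, over the genes called on cellobiose. A wrong genotype label was tested in 3 ways. By the 75 genes that separate the strains in no carbon and cellobiose, 6 were on the deletion side in this library. The set put 33 and 15 of its genes on the deletion side in deletion replicates 1 and 2 and 1, 0 and 7 in the wild type libraries on succinate. It also put 47, 30 and 11 on that side in the wild type libraries in no carbon, so the side depended on the medium as well as on the strain. Most of the genes were on the wild type side in the other deletion libraries on succinate too, and this count leaves the label open. By the 1 gene of the stricter rule, RTO4_13588, this library was at 1.75 TPM, while the lowest of all 9 wild type libraries was at 17.4 TPM. By the 14 of the 75 genes that lay at least 3-fold beyond all wild type succinate libraries in both deletion replicates 1 and 2, this library was beyond them in 10 and 3-fold beyond them in 4. The 4 fall short of the majority that had been set as the mark of a deletion library, which a weak genotype effect would also give. The 4 genes were RTO4_13588, RTO4_13825, RTO4_9846 and RTO4_9847, named after their values were seen. In these 4, each wild type succinate library was 3-fold beyond the other wild type libraries for 0, 0 and 1 genes. The 4 genes were picked by the values of this library, so their direction was fixed by the choice. As a set they do not test the label. RTO4_13588, chosen without this library, argues against a wild type library under a deletion label. It was at 17.4 TPM in wild type replicate 3, which argues against an exchange with that library. Both readings rest on 1 gene. Of all 75 genes, 5 were 3-fold beyond the wild type in the deletion direction and 0 in the other, against 4 and 1 for wild type replicate 3 set against the other wild type libraries. Wild type RNA mixed into the library was argued against by 2 genes that are far lower in the deletion strain, whose median rise toward the wild type level was -0.761%. A difference between cultures on succinate may remain as the source, and no biological explanation was tested.

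Replicate 1 of the deletion strain on succinate was nearest to a wild type cellobiose library (r = 0.960 across genes). Its highest r with its own group was almost the same, 0.959. A cellobiose library under a succinate label may therefore be asked about. Its highest r with the deletion cellobiose libraries was 0.952, below the lowest r among those libraries of 0.978, but this does not bear on a wild type cellobiose library. In the other 11 libraries on succinate or cellobiose, 25 genes separated the media by at least 3-fold in both strains. Only 3 of the 25 put this library on the succinate side, and its median position was 16.2% of the way from cellobiose to succinate, so these genes go with cellobiose. No comparable control was had, since leaving out any other library gave 1 to 4 such genes. A wild type cellobiose library was tested by the marker genes at least 3-fold beyond the wild type on succinate in deletion replicates 2 and 3, a choice that did not use this library. These were the 4 genes named above, and in all 4 this library was at least 3-fold beyond all wild type cellobiose libraries in the deletion direction. Of all 75 markers this held for 20, and 0 were 3-fold beyond in the other direction. A wild type cellobiose library is thus argued against. For a deletion cellobiose library, the position on the line from wild type no carbon to wild type cellobiose was taken over all tested genes. This library was at 75.3%, the deletion cellobiose libraries at 46.4% to 53.8% and the other deletion succinate libraries at 51.5% and 70.7%. The position goes against a deletion cellobiose library but does not exclude it. Libraries of a single group can lie as far apart, such as wild type succinate at 46.1% to 80.6%. Of the 75 marker genes, 33 were on the deletion side in it and 57 to 67 in the deletion cellobiose libraries, from which the markers were in part chosen. A deletion cellobiose library and a culture on succinate in a state near that on cellobiose both stay open, and a mixed library was not tested. The 1093 genes called on succinate without deletion replicate 3 rest on this library and replicate 2. Without this library 2 genes were called on succinate.

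Libraries numbered 3 had the lowest median TPM in every group, but barely so in the wild type on cellobiose, where replicate 1 was lower over the tested genes (median log2 of 4.88 against 4.91). Those of the wild type and the deletion strain in no carbon deviated alike (r = 0.686 across genes). If the number marked a batch shared by all groups, all 15 pairs of groups should show it. The deviations of the libraries numbered 3 correlated above 0.1 in 8 of 15 pairs. The remaining pairs go against a strong batch common to all groups. Chance matching of the numbers was tested by all 7776 ways to renumber the libraries within groups. Of these, 2.16% gave a mean correlation of same-numbered libraries as high as the observed 0.101, and 0.412% gave 1 number the lowest median TPM in every group. The 0.412% depends on the wild type on cellobiose, where the medians of replicates 3 and 1 were 25.66 and 25.67 TPM, so it adds little. Chance matching is argued against by the correlations, with the reservation that the pattern was noticed before it was tested. A weak batch or a batch of some groups may remain as the source, and the labels name none. No biological explanation was tested.

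The gene deleted in the cbr1 deletion strain could be RTO4_13588, a hypothesis from the values alone, since no name is paired with the identifiers. It held 1.75 to 2.99 TPM in the deletion libraries and 17.4 to 41.3 TPM in the wild type libraries. The lowest wild type value over the highest deletion value, both plus 1 TPM, was 4.61, and the next gene reached 1.30. Its effect did not differ between media (smallest interaction limma adjusted p = 0.76). A gene that needs the deleted one in every medium would give the same values, so these cannot be told apart here, and the gene was picked for the pattern.

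Genes with adjacent identifiers were called in the same direction on cellobiose in 513 pairs, against 358 on average and 412 at most in 10000 shuffles of the calls (permutation p = 1e-04, the smallest they can give). Adjacent pairs in opposite directions numbered 178. Calls unrelated to the order of identifiers are thus argued against. Neighbouring genes may be regulated together, or gene models may split or overlap transcripts; that identifiers follow the order on the chromosomes is not given in the sources used here, and neither was tested.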
